A study of Mus musculus with 8 samples. Its data were reported in "The mRNA methyltransferase Mettl3 modulates cytokine mRNA stability and limits functional responses in mast cells" (2023).

How the data were processed

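Bone marrow derived mast cells (BMMCs) are mast cells grown in culture from the bone marrow of mice. The 8 libraries came from poly-A RNA of resting BMMCs and fell into 2 groups of 4 by their labels. In the Mettl3-RNP group the cells had been transfected with ribonucleoproteins (RNPs), complexes of the Cas9 nuclease with guide RNAs that cut the Mettl3 gene. In the Pulsed group the cells had been mock transfected, so this control had received no Cas9 RNP. Mettl3 is the catalytic enzyme of the complex that methylates adenosines of mRNA at the N6 position (m6A).

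The authors aligned paired-end reads with HISAT to the mouse genome build GRCm39 and counted them per Ensembl gene with featureCounts. The deposited values are whole-number counts per gene with no normalization, 1 table per library with 56748 gene IDs. The study's methods describe a batch correction after counting, but the batch is not named and no such correction is visible in the deposited counts. Strand and multimapping settings of the counting are not stated, so genes that overlap another gene on the opposite strand or share sequence with a close copy carry that uncertainty. Gene names, positions and transcript structures were taken from GENCODE mouse release 39 (GRCm39), which named 56017 of the IDs (98.7%). IDs without a name held at most 0.113% of the counts of a library.

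Total counts ranged from 32643260 to 45324826 per library. Reads without molecular identifiers are not independent molecules. The standard errors given here come from the edgeR test with the replicate block, whose estimate of the spread draws partly on other genes. They are thus not each gene's own spread between pairs, and can understate it for genes that vary between pairs. Replicates of a group differed by far more than sampling noise, with a chi-square per degree of freedom of at least 72.8 between libraries of the same group, so each library was counted as a separate replicate.

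Genes were kept by the filterByExpr function of edgeR 4.0.16 (a count of about 10 in 4 libraries), which left 14942 genes. Library sizes were scaled by TMM, the trimmed mean of log ratios between libraries. The quasi-likelihood test of edgeR (glmQLFit with its default estimate of the spread, and glmQLFTest, in R 4.3.3) compared the groups with the replicate number as a block, and p-values were adjusted by Benjamini-Hochberg. A gene passed the threshold at an adjusted p of 0.05 or less and a fold change of at least 1.5. Standard errors of log2 fold changes were derived from the test statistic. Expression was given as CPM, the count per 1000000 counts of the library, with TMM library sizes (total counts for receptor genes), and log2 CPM used a prior count of 2.

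The block was part of the design because the series text names 4 mice as the source of the 8 samples and both groups carry the numbers 1 to 4. That a number stands for a mouse is an inference from this text. The deviations of same-numbered libraries from their group means correlated across the 11985 genes with a mean of at least 1 CPM, at 0.825, 0.489, 0.879 and 0.765 for pairs 1 to 4, while the highest correlation of libraries with different numbers was 0.183. Over all 14942 tested genes the correlation of pair 2 was 0.0738, below the highest correlation of libraries with different numbers, 0.249.

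Gene lists were tested with camera, which asks whether the genes of a list rank higher or lower than other genes, on voom values in limma 3.58.1 with a preset correlation of 0.01 between genes. The fry test of limma, which takes the correlation between genes from the residuals, was run beside it. Of the 21 lists, 20 had enough tested genes. The lists cover the m6A writer complex, m6A readers and erasers, 4 lists of genes named by the study, mast cell identity, cytokines and chemokines, immediate early genes, p53 targets, interferon-stimulated genes, sterol and fatty acid synthesis, the integrated stress response, S phase, G2 and mitosis, extrinsic apoptosis, and markers of macrophages, neutrophils, basophils and erythroid cells. Some were written knowing what the study had reported. The results of 1 further list and of 1 gene named by the study are not reported here, although both are included in the counts.

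Exon junctions per kb of the longest transcript were correlated with log2 fold changes across protein-coding genes by Spearman's rho, also as a partial correlation given GC content, transcript length and mean expression. The median fold change of intronless genes was set against 10000 random lists matched on mean expression.

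The text names Mettl3, the genes of the m6A lists and of the lists named by the study, and the 5 largest fold changes in each direction among genes past the threshold that changed the same way in 4 of 4 pairs and had a mean of at least 1 CPM. Members of other lists are named where they had an adjusted p of 0.05 or less or belong to a test of an explanation, and among these Cd68 and Cd200r1 were named after their values had been seen.

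Groups, tests, gene lists and most alternatives were chosen before the deposited counts were examined, but after the study had been read, including parts of its own counts and of its lists of changed genes and enriched terms. The alternatives were no replicate block, DESeq2 size factors, library size alone, DESeq2 1.42.0, limma-voom, removeBatchEffect followed by limma-trend on the group alone, other filters on low counts, offsets for GC content and length, other limits on the fold change, and leaving out each pair in turn. Other estimates of the spread in edgeR (robust, newer, and both together) were added after the results had been seen. All 4 estimates were run on the same 8 combinations of samples and filter, 32 fits in all, and the default remained the reported one.

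The count tests were tested on simulated data, with 200 of 14495 genes changed. The edgeR test with the block recovered 89.5% of the changed genes and 7.25% of its calls were false. Without the block it recovered 32.0%. DESeq2 recovered 91.0% with 14.6% false calls, and limma-voom 90.0% with 10.4%. Removal of the batch before limma-trend recovered 95.5% with 66.7% false calls. With no gene changed among 14942, edgeR with the block called 3 genes and limma-trend after removeBatchEffect called 109.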

Results

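RNA-seq was performed on resting BMMCs transfected with Mettl3 RNPs and on mock transfected (Pulsed) BMMCs, with 4 libraries in each group. The deposited counts totalled 32643260 to 41351831 per library in the Mettl3-RNP group and 33942160 to 45324826 in the Pulsed group. Between 21871 and 28483 genes had at least 1 count in a library, with the highest number in Mettl3-RNP 2. In a principal component analysis the leading component held 57.7% of the variance, and 99.6% of it lay between replicate numbers. The groups separated on component 3, which held 9.53% of the variance, with 93.0% of it between groups.

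The targeted gene was examined before other transcripts. Mettl3 lies on chromosome 14 from 52531551 to 52542608 on the minus strand (GRCm39), and 1 gene on the opposite strand overlaps its exons. Its expression was 8.89 ± 3.05 CPM (SD, n = 4) in Mettl3-RNP libraries and 22.0 ± 7.29 CPM (SD, n = 4) in Pulsed libraries. The transcript was lower in 4 of 4 pairs, with log2 differences of -1.07, -1.41, -1.18 and -1.52 in pairs 1 to 4. On average 41.0% ± 5.82 (SD, n = 4) of the Pulsed transcript level was left, with a range from 34.9% to 47.6%. The study measured depletion of the Mettl3 protein by intracellular staining, and described some cells as untargeted. The transcript share is not a measure of the protein left. The log2 fold change was -1.30 (SE 0.109) with an adjusted p of 0.00543 by edgeR. In an exact two-sided sign-flip permutation test of the 4 paired differences, 2 of the 16 sign assignments gave a mean difference as large, which is the smallest share that 4 pairs allow and is above 0.05. Without the replicate block the log2 fold change was -1.31 and the adjusted p 0.744. Pulsed 3 had the lowest Mettl3 level of its group, 11.2 CPM.

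**Figure D1:**
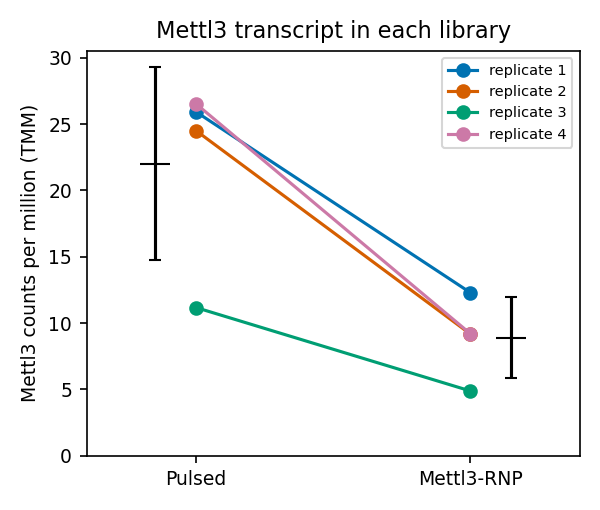
Mettl3 expression in CPM (TMM) in each library, with lines joining libraries of the same replicate number and black bars giving the mean and SD of each group (n = 4). The level was lower in the Mettl3-RNP library in 4 of 4 pairs, from a mean of 22.0 to a mean of 8.89 CPM.

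To ask which transcripts change when Mettl3 is depleted, the 14942 tested genes were compared between the groups. With the replicate block, 308 genes passed an adjusted p of 0.05 and a fold change of 1.5 in the edgeR test, 186 of them higher and 122 lower in Mettl3-RNP cells. All 308 changed the same way in 4 of 4 pairs, and 274 were protein-coding. At an adjusted p of 0.05 with no limit on the fold change, 351 genes were higher and 208 lower. At an adjusted p of 0.05 and a fold change of at least 2, 56 were higher and 55 lower. The result depended on the pairing and on replicate 2. Without the block 0 genes passed, the smallest adjusted p was 0.427, and 579 genes had an unadjusted p under 0.05. Without replicate 2, 26 genes passed, 11 higher and 15 lower. The fits without replicate 1, 3 or 4 gave 310, 246 and 331 genes, of which 207, 191 and 245 were among the 308. Which genes passed thus also changed with each of these replicates. Another estimate of the spread in edgeR, added after the results had been seen, gave from 299 to 401 genes with all pairs and from 22 to 85 genes without replicate 2.

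**Figure D2:**
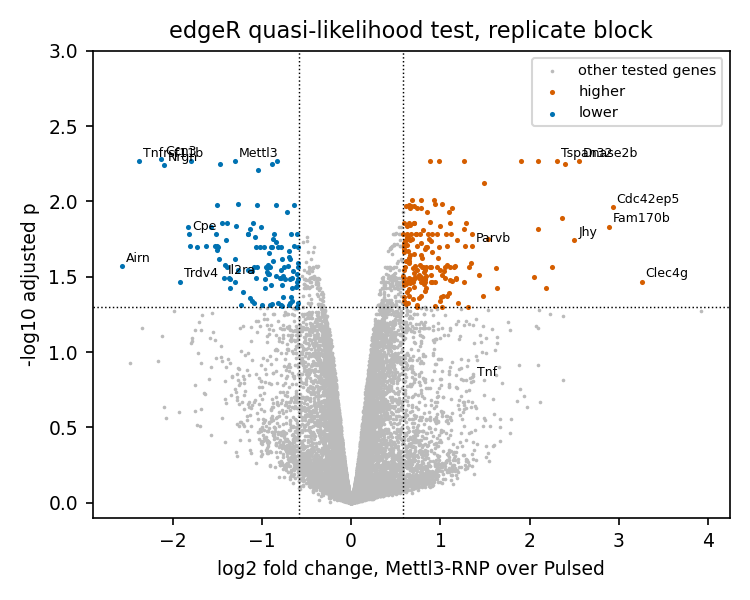
Each point is 1 of the 14942 tested genes, with the log2 fold change of Mettl3-RNP over Pulsed on the horizontal axis and -log10 of the edgeR adjusted p on the vertical axis. Orange points are the 186 genes higher and blue points the 122 genes lower in Mettl3-RNP, and dotted lines mark the thresholds.

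**Figure D3:**
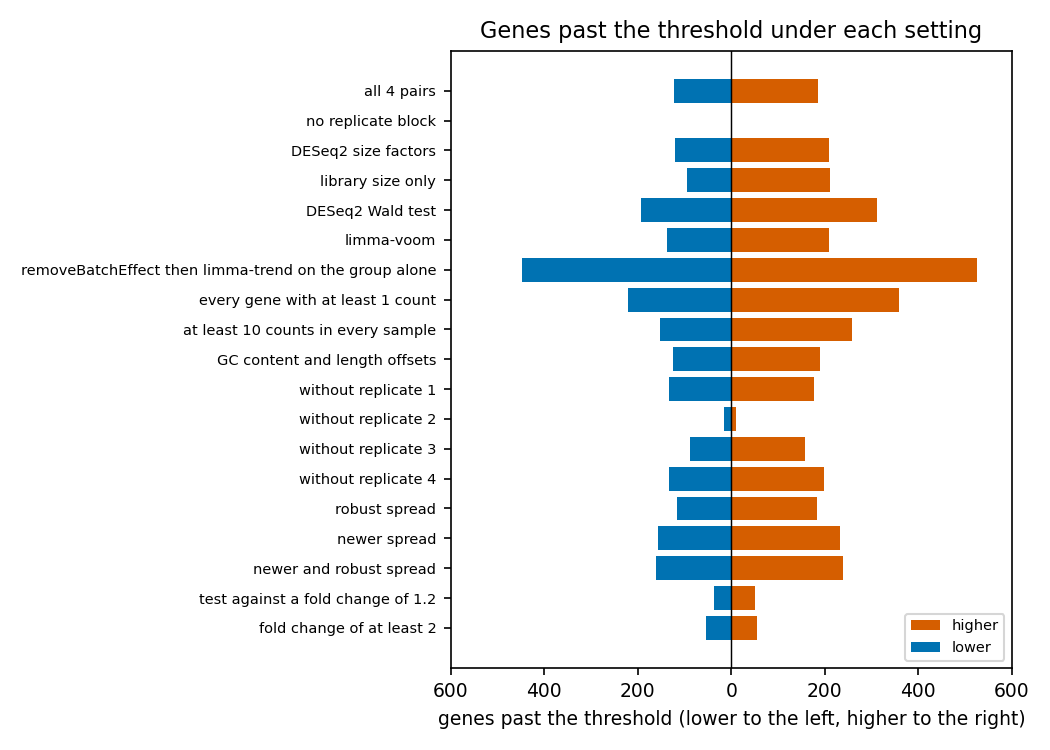
Number of genes past the threshold under each setting, with genes lower in Mettl3-RNP to the left and genes higher to the right. The reported setting gave 308 genes, the fit with no replicate block 0 genes and the fit without replicate 2 gave 26 genes.

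Among genes with a mean of at least 1 CPM, the largest increases were those of Clec4g (log2 fold change 3.25, SE 0.618, adjusted p 0.0340), Cdc42ep5 (2.93), Fam170b (2.89), Dnase2b (2.55) and Jhy (2.50). Clec4g varied between pairs, with log2 differences from 0.95 to 5.07. These were low transcripts, with 0.396 to 2.44 CPM in Pulsed cells and at most 13.6 CPM in Mettl3-RNP cells. The largest decreases were those of the lncRNA Airn (-2.57, SE 0.430, adjusted p 0.0270), Tnfrsf11b (-2.38), Ccn3 (-2.13), Nrgn (-2.10) and the T cell receptor segment Trdv4 (-1.92). Each of these 10 genes changed the same way in 4 of 4 pairs. Clec4g, Cdc42ep5 and Nrgn overlap exons of genes on the opposite strand, and Trdv4 belongs to a multigene family, so their counts are less certain. Jhy was expressed mainly in replicate 3, at 7.76 CPM in Mettl3-RNP 3 against at most 0.818 CPM in the other Mettl3-RNP libraries. Without replicate 2, Dnase2b, Tnfrsf11b, Ccn3 and Nrgn still passed, and the other 6 had adjusted p from 0.0618 to 0.113. Jhy, Airn and Trdv4 also lost their call without replicate 3, Airn and Trdv4 without replicate 1, and Trdv4 without replicate 4.

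The study asked how loss of Mettl3 affects the m6A machinery. Of 20 genes of the writer complex, readers and erasers, 6 had an adjusted p of 0.05 or less over all genes tested in edgeR, and 8 when adjusted over the list alone. Mettl3 was lower. Wtap (log2 fold change 0.50), Virma (0.36), Rbm15 (0.59), Ythdf1 (0.47) and Ythdf2 (0.55) were higher in 4 of 4 pairs, with adjusted p from 0.0161 to 0.0449. Of these, Rbm15 alone exceeded a fold change of 1.5. Mettl14, the partner of Mettl3 in the complex, differed by less than the spread between pairs (log2 fold change -0.05, SE 0.106, adjusted p 0.830). Adjusted over all genes in edgeR, no change past 0.05 was found for Rbm15b, Zc3h13, Cbll1, Ythdf3, Ythdc1, Ythdc2 or Hnrnpa2b1. The same held for Hnrnpc, Fto, Alkbh5, Igf2bp1, Igf2bp2 and Igf2bp3. Cbll1 and Ythdc1 were higher in 4 of 4 pairs, with adjusted p of 0.0209 and 0.0353 over the list alone. The 3 Igf2bp transcripts were below 1 CPM in both groups. Levels in replicate 3 lay apart from those of the other replicates for Rbm15 and Ythdc2 in Mettl3-RNP cells and for Zc3h13, Cbll1, Ythdf2 and Ythdc1 in Pulsed cells. Without replicate 2, Mettl3 was the 1 gene of the list that passed. Without replicate 1, 3 or 4 the numbers were 3, 5 and 2.

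Of the 20 genes that the study named for this comparison, Mettl3 included, 14 had an adjusted p of 0.05 or less over all genes in edgeR, and 18 when adjusted over the list alone. The study chose these genes on the same samples, so the adjustment over the list alone is not independent evidence. Cpe (log2 fold change -1.82, SE 0.253, adjusted p 0.0165) and Il2ra (-1.43, SE 0.261, adjusted p 0.0324) were lower in 4 of 4 pairs. Tspan32 increased from 9.91 ± 4.03 to 49.9 ± 23.8 CPM (SD, n = 4; log2 fold change 2.30, adjusted p 0.00543), and Parvb from 9.49 ± 2.98 to 25.5 ± 12.4 CPM (SD, n = 4; 1.35, adjusted p 0.0197). Tnf was not past the threshold (1.36, SE 0.496, adjusted p 0.155). It was higher in 3 of 4 pairs and lower in pair 1, and replicate 3 held the highest counts of both groups, 17747 in Mettl3-RNP and 3906 in Pulsed cells. Of the 10 genes named as methylated and higher, each had a higher fitted level and 8 passed at log2 fold changes from 0.59 to 1.14, namely Rhob, Rhog, Rhoh, Inf2, Rxra, Chst12, Naglu and Nxt1. Egr1 (0.83, adjusted p 0.158) and Sox12 (0.83, adjusted p 0.0636) did not pass. Socs1, Socs3 and Cish, named as methylated and unaffected, had adjusted p of 0.668, 0.688 and 0.165 over all genes. Cish was higher in 4 of 4 pairs (0.27), with an adjusted p of 0.0321 over the list alone. Without replicate 2, 2 of the 20 genes passed, Mettl3 and Tspan32, while Cpe, Il2ra and Parvb had adjusted p from 0.0872 to 0.116. Rhob had an adjusted p of 0.0801 without replicate 3, and Il2ra of 0.0508 without replicate 1. Tnf passed without replicate 1 (1.90, adjusted p 0.0388), and Sox12 without replicate 3 (1.09, adjusted p 0.0194).

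Of 20 gene lists, 12 had an adjusted p of 0.05 or less in camera and 6 of these also in fry. With a correlation estimated from the data 0 lists passed in camera. The lists past both tests included the study-named lower, study-named higher and study-named methylated and higher genes, extrinsic apoptosis and basophil markers. The study chose the study-named lists on the same samples, so their passing is not independent evidence. Extrinsic apoptosis genes had a median log2 fold change of 0.43 (camera adjusted p 0.000385, fry 0.0269), with Ltbr, Tnfrsf21 and Tradd past 0.05. The study had named apoptosis among the categories of its upregulated genes on these samples. This list was chosen after the study had been read, so its passing is not independent evidence either. Basophil markers had a median of -0.63 (0.00549 and 0.0286), with Il18rap and Ifitm1 lower.

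Past camera alone were the m6A writer complex (0.30, adjusted p 0.0280), m6A readers and erasers (0.18, 0.0448), erythroid markers (-0.92, 3 tested genes, 0.0358), immediate early genes (0.21, 0.0394), G2 and mitosis (0.11, 0.00913), and sterol and fatty acid synthesis (-0.41, 2e-10). Of 33 sterol and fatty acid genes 1 was higher in the fit and Acaca and Fabp5 were lower past 0.05, but the median rose by 0.26 in pair 1 and was -0.69, -0.69 and -0.54 in pairs 2 to 4, and fry gave an adjusted p of 0.218. The G2 and mitosis median was -0.05 without replicate 3, and that of immediate early genes was 0.08 (camera adjusted p 0.943) without replicate 2. For m6A readers and erasers the median was 0.028 without replicate 2. With at least 10 counts in every sample it was 0.047 (camera adjusted p 0.0706). Erythroid markers did not pass without replicate 2 (camera adjusted p 0.0532), nor did immediate early genes without replicate 3 (0.0523). The m6A writer complex did not pass without replicate 1 or 4 (0.0616 and 0.141). The m6A readers and erasers did not pass without replicate 2 or 4 (0.0978 and 0.116), with medians of 0.028 and 0.11. Their median was 0.25 without replicate 1 and 0.31 without replicate 3. With at least 10 counts in every sample it was 0.047 (camera adjusted p 0.0706). Lists past fry alone were p53 targets (0.05, camera adjusted p 0.0984, fry 0.0258), with Gdf15 higher and a camera adjusted p of 0.0383 without replicate 4, and the integrated stress response (-0.10, camera 0.124, fry 0.0269), with Pck2 higher. Cytokines and chemokines (0.19, camera adjusted p 0.20) did not pass. Their median was -0.07 without replicate 3 and 0.49 (camera adjusted p 0.000227) without replicate 1. Mast cell identity (0.011), interferon-stimulated genes (-0.019), S phase (-0.012), macrophage markers (-0.023) and the study-named methylated and unaffected genes (0.17) had camera adjusted p from 0.256 to 0.914, and S phase passed without replicate 3 (-0.12, adjusted p 0.0216). Among mast cell identity genes, Cpa3 was lower in 4 of 4 pairs (log2 fold change -0.37, edgeR adjusted p 0.0328). Among erythroid markers, Car2 was lower (-0.95, edgeR adjusted p 0.0272). Neutrophil markers were not tested as a list, and S100a8 and S100a9 had 0 counts in each library.

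Log2 fold changes were also related to gene structure across 12040 protein-coding genes, which are not independent replicates. Genes with fewer exon junctions per kb had higher fold changes, with a rho of -0.15 and a partial rho of -0.15 given GC content, length and expression. In pairs 1 to 4 the partial rho was -0.13, -0.10, -0.17 and -0.10. The fifth of genes with the fewest junctions had a median log2 fold change of 0.10 and held 69 higher and 20 lower genes past the threshold, while the fifth with the most had a median of -0.04 with 19 higher and 19 lower. The 254 intronless genes had a median of 0.14, above the range of -0.05 to 0.11 of 10000 matched random lists. In pairs 1 and 3 the intronless median (0.074 and 0.15) also lay above its random lists, while in pairs 2 and 4 (0.16 and 0.14) it lay inside their ranges of -0.049 to 0.21 and -0.083 to 0.20. Without replicate 2 it was 0.096, where random lists reached 0.062. With transcripts replaced by the union of exons the partial rho was -0.11 and the intronless median 0.087, inside the random range of -0.048 to 0.10.

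**Figure D4:**
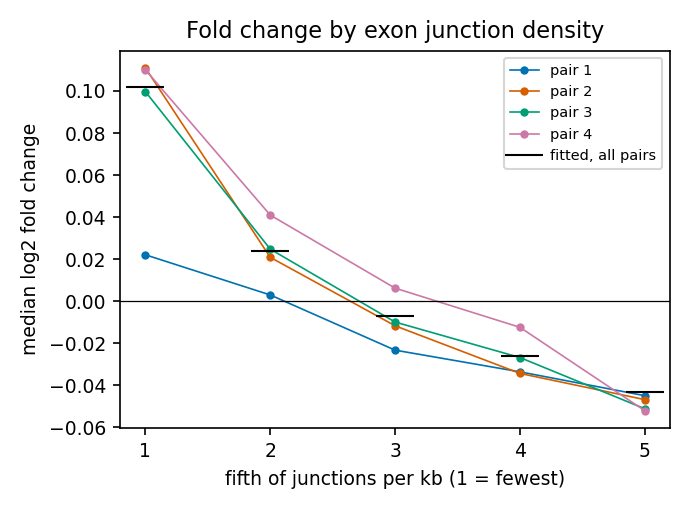
Median log2 fold change of protein-coding genes ranked by exon junctions per kb into 5 groups of equal size, from the fewest to the most, with a line for each pair and black bars for the fit over all pairs. The fitted median fell from 0.10 in the fifth with the fewest junctions to -0.04 in the fifth with the most.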

Values the study reported

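In resting cells the study reported 214 genes down and 487 genes up after Mettl3 depletion, at a p-value of up to 0.05 and a fold change of at least 1.5.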

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

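The tests of replicate 3 and of background reads in this part were chosen only after the values had been seen. In 110 groups of 4 values, from 49 named genes and 6 library measures, 15 had a sample set far apart from the other 3, where about 5.50 are expected by chance. Of the 15, 14 were libraries of replicate 3.

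In Pulsed 3 the extreme values were Mettl3 at 11.2 CPM, Zc3h13 at 120 CPM, Cbll1 at 49.97 CPM, Ythdf2 at 115 CPM, Ythdc1 at 168 CPM, Tnf at 97.1 CPM, Egr1 at 8655 CPM and Jhy at 1.32 CPM. In Mettl3-RNP 3 they were Rbm15 at 128 CPM, Ythdc2 at 21.6 CPM, Tnf at 594 CPM, Rhoh at 193 CPM, Jhy at 7.76 CPM and a TMM factor of 0.917. Offsets for GC content and length left 84.6% of the extreme values of named genes in replicate 3 extreme, which argues against such a bias as the whole cause. The median immediate early gene other than Egr1 was higher in replicate 3 by 3.06 (log2) in Pulsed and by 2.75 in Mettl3-RNP libraries than in the other replicates, where matched random lists reached 0.739 and 0.627. This is consistent with the hypothesis that cells of replicate 3 were collected in a more activated state. Whether this came from the mouse, the culture or the handling stays open, and no sequencing batch is given by the labels. Since both libraries of the pair shared the state, the block removes most of it. Without replicate 3, 246 genes passed the threshold, 191 of them among the 308 of the reported fit.

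Mettl3-RNP 2 had 287 CPM on 1546 olfactory and vomeronasal receptor genes, against 84.3 to 112 in the other Mettl3-RNP libraries and up to 167 in Pulsed libraries. Of these receptor genes 42.04% had a count there, against at most 32.6% in any other library. The excess in Mettl3-RNP 2 grew with exon length (rho 0.37 across these receptor genes). Among all counted genes above a low floor in CPM, not receptor genes alone, 395 were over 4 times higher in Mettl3-RNP 2 than in each other library. A candidate explanation is genomic DNA in that library, as a hypothesis formed on the same data. No biological explanation was tested.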

How the results depend on the processing

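The number of genes past the threshold (308) rested on the replicate block. With no replicate block it was 0, as was the number past an adjusted p alone (559 with the block), the number at an adjusted p of 0.05 or less of m6A machinery genes (6 with the block) and of study-named genes (14 with the block), while 579 genes had an unadjusted p under 0.05. Mettl3 kept its fold change without the block (-1.31) but had an adjusted p of 0.744. The common biological coefficient of variation was 0.159 with the block and 0.407 without it, so the spread between pairs accounts for the loss.

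Replicate 2 decided the count. Across the 4 fits that each left out one pair, from 26 to 331 genes passed the threshold and from 26 to 383 an adjusted p alone, and the lowest value was the fit without replicate 2 each time. The 26 genes were all among the 308. Of the genes that passed without replicate 1, 3 or 4, 207, 191 and 245 were among the 308, so which genes passed changed there too. At an adjusted p of 0.05 or less the m6A machinery genes ranged from 1 to 5 and the study-named genes from 2 to 14, again lowest without replicate 2. Mettl3 ranged from -1.42 to -1.22 and passed in each of these fits, with adjusted p from 0.00125 to 0.0380.

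Other settings gave more genes. The DESeq2 Wald test gave 505 past the threshold and 1449 past an adjusted p alone, removeBatchEffect before limma-trend gave 973 and 4564, and every gene with at least 1 count gave 579 and 993. Genes with at least 10 counts in every sample gave 411 and 959. Stricter limits gave fewer, 86 in a test against a fold change of 1.2 and 111 at a fold change of at least 2. Scaling moved the counts less, with 329 genes for DESeq2 size factors and 306 for library size alone, of which 280 were shared with the 308. Limma-voom gave 347 and the GC and length offsets 315. For DESeq2 and for the filters the cause was not tested. The limits on the fold change give fewer genes by construction.

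After removeBatchEffect 49.7% of the genes past an adjusted p alone were higher, against 62.8% in the reported fit. Removing the batch first leaves 6 residual degrees of freedom in place of 3. On the same log2 values with the replicate number kept in the limma model 680 genes passed an adjusted p alone in place of 4564, a test chosen after the result was seen. A test set beforehand came out against its own prediction. Swapping the groups within pairs was predicted to give over 100 genes after removeBatchEffect in the median split, and gave 2, with a range from 0 to 742. Swapped splits carry the real difference in their spread, so this test leaves the question open.

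The estimates of the spread in edgeR were added after the results had been seen. With all pairs the robust estimate gave 299 genes, the newer one 390 and both together 401. Without replicate 2 the 4 estimates gave 26, 22, 85 and 85 genes, at most 21.8% of the number with all pairs. The choice of estimate thus changed the size of the loss but was not its whole cause. Among genes with at least 10 counts in every sample, 70 passed without replicate 2. This argues against background reads on low-count genes as the whole cause. The fold changes of pair 2 correlated best with those of the other pairs (mean rho 0.43 across genes, against 0.33 to 0.38). Without replicate 2, 2236 genes had an unadjusted p under 0.05 in edgeR, against 2591, 3288 and 2069 without replicate 1, 3 and 4. Fewer genes reached that level without replicate 4, where 331 passed the threshold. The agreement of pair 2 thus leaves the cause of the loss open.

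With an estimated correlation 0 of 20 lists passed in camera, and the cause was not tested. The partial rho with junction density was -0.20 for genes with at least 10 CPM and -0.11 for the union of exons, and kept its sign in each setting run, from -0.18 to -0.12 with one pair left out. The cause of these shifts was not tested.

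Some values changed sign under other settings. Alkbh5 was -0.027 with GC and length offsets. The median of interferon-stimulated genes was 0.016 with library size only, 0.0016 with at least 10 counts in every sample and 0.0048 with the offsets. S phase was 0.023 with library size only, and macrophage markers were 0.012 with library size only and 0.079 with at least 10 counts in every sample. Across the fits that each left out one pair, the ranges were -0.16 to 0.037 for Mettl14, -0.055 to 0.043 for Ythdc2, -0.60 to 1.15 for Igf2bp2, -0.093 to 1.42 for Igf2bp3, -0.068 to 0.070 for Alkbh5, -0.040 to 0.16 for Socs1, -0.16 to 0.56 for Socs3, -0.026 to 0.051 for the list mast cell identity, -0.039 to 0.31 for the list study-named methylated and unaffected, -0.067 to 0.49 for the list cytokines and chemokines, -0.045 to 0.034 for the list interferon-stimulated, -0.12 to 0.066 for the list S phase, -0.047 to 0.23 for the list G2 and mitosis and -0.35 to 0.23 for the list macrophage markers. Among the other values of named genes and lists, 31 were weaker with no replicate block. With one pair left out 46 were weaker, 5 stronger and 2 moved, and under other settings 22 were weaker, 18 stronger and 4 moved.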

Other observations

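The tests of basophil markers, of histone genes and of background reads in this part were chosen after the result had been seen, and the others before. The numbers of genes here were 186 higher and 122 lower. Both are lower than the values quoted from the study above, but the 2 sets of counts are not like for like. The study's text does not say whether its p-value was adjusted. Its figure legend names DESeq2 with Benjamini-Hochberg adjustment, and its methods name removeBatchEffect and the Omics Playground platform. With the DESeq2 Wald test they were 311 and 194, also lower. With every gene of at least 1 count they were 359, lower than the quoted value, and 220, above it. Under that filter the robust estimate gave 356 and 215, the newer one 291 and 154, and both together 283 and 144. With the newer estimate, alone or robust, both numbers were thus lower than the quoted values. After removeBatchEffect they were 526 and 447, both above. Why the counts differ was not tested, beyond the settings compared above.

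In 1 of the 8 splits of the samples that part all 4 pairs, the real one, as many as 308 genes passed the threshold, and 0 genes passed in the other 7, where from 48 to 949 genes had an unadjusted p under 0.05. The same held for genes past an adjusted p alone, with 1 of 8 splits. With 8 such splits the share cannot fall under 0.05, and swapped splits carry part of the real difference, so the grouping and chance cannot be told apart by this count alone. The 24 splits that part 2 pairs gave at most 1 gene, and 3 splits part no pair and could not be fitted. The real split was also the 1 of 8 with as many as 12 lists past camera, although another split gave 8 lists.

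More genes were higher than lower in the reported fit (60.4%). The share was 69.0% with library size only, 50.5% at a fold change of at least 2 and 42.3% among the 26 genes without replicate 2 (11 higher and 15 lower). The other estimates of the spread without replicate 2 gave 8 higher and 14 lower, 45 and 40, and 46 and 39, and with at least 10 counts in every sample the reported estimate gave 40 and 30. The size of the share thus varies with these choices, and its direction without replicate 2 rests on few genes. GC and length offsets left 89.9% of the 308 genes past the threshold, which argues against such a bias as the whole cause. Without TMM the median log2 fold change of tested genes was 0.032, and the share of counts in the 10 most abundant genes was lower in Mettl3-RNP in 4 of 4 pairs. Since a shift of this size goes with a share of 69.0% in place of 60.4%, an effect of a few abundant genes on the scaling stays open. The Mettl3-RNP library was the larger in 2 of 4 pairs, which argues against library size. These tests leave biological causes open.

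The relation to junction density was tested for the hypothesis that methylation favours long exons far from junctions, so that transcripts with few junctions rise when Mettl3 is lost. The partial rho was negative in 4 of 4 pairs, in line with it. Of the 8 splits that part all pairs, 2 gave a partial rho as large, the real one included, and the largest of the others was 0.163 in size. Splits with the groups swapped in some pairs carry part of the real difference, so chance differences between libraries cannot be told apart from an effect of Mettl3 by this count. Without 21 histone genes the intronless median was 0.18, still above matched random lists, which argues against histone genes as the whole cause. Without replicate 2 the partial rho was -0.18, and the intronless median was 0.096, lower than with all pairs but above the 0.062 that random lists reached in that fit. Both argue against background reads in Mettl3-RNP 2 as the whole cause, and a part of the intronless median stays open to it. With the union of exons the intronless median (0.087) lay inside its random range.

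The control received no Cas9 RNP, so a response to DNA breaks was weighed. Of Cdkn1a, Mdm2, Ccng1 and Phlda3, 2 were higher, at 0.17 and 0.34, and Cdkn1a (-0.076, SE 0.084) and Ccng1 (-0.040, SE 0.108) differed by less than their errors. None of these 4 passed, while Gdf15 (1.63, adjusted p 0.0374) did, and the list passed in fry (0.0258) but not in camera (0.0984), so such a response stays open. Interferon-stimulated genes had a median log2 fold change of -0.019, with 10 of 23 genes higher. A median near 0 over genes that go both ways decides nothing, so a response to transfected or unmethylated RNA stays open too. Isg15 (1.12, adjusted p 0.205) did not pass in edgeR.

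For other bone marrow cells the macrophage marker Lyz2 had a log2 fold change of 0.024 (SE 0.327). Adgre1 (-1.13, adjusted p 0.0435) was lower in 4 of 4 pairs, as fewer macrophages would give, while Cd68 (1.63, adjusted p 0.142) was higher in 3 of 4 pairs and did not pass. These transcripts were low, at most 16.7 CPM on average in either group, so a different share of macrophages stays open. Of 6 basophil markers 5 were lower in 4 of 4 pairs and Cd200r1 was level (0.00). Cd200r1 and Ifitm1 were abundant, at 107.1 and 1389 CPM in Mettl3-RNP cells, so mast cells may express them too, and fewer basophils and lower expression in mast cells cannot be told apart.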
